A study of Homo sapiens with 2 samples. Its data were reported in "Adipocyte-derived FABP4 promotes metabolism-associated steatotic liver–induced hepatocellular carcinoma by driving ITGB1-mediated β-catenin activation" (2025).

How the data were processed

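For 24 hours, PLC/PRF/5 cells received no recombinant human FABP4 (0 ng/mL, untreated) or a dose of 100 ng/mL (rhFABP4), and 1 library per dose was sequenced. Groups were taken from the sample labels. Per the labels, libraries came from a stranded total RNA kit with ribosomal RNA depletion, although the molecule is labelled as polyadenylated RNA, and the labels and the study's methods name different RNA extraction reagents. The sequencing was paired-end. The submitters' processing notes name DRAGEN and the human genome build hg38, and the gene annotation and tool versions are not given in the sources used here.

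The data were a table of the authors' comparison of both doses, made with limma-voom according to the name of the sheet. The authors deposited for each gene a log2 fold change and a mean expression (log2 CPM), a moderated t score, and a p-value with its Benjamini-Hochberg adjustment. The name of the sheet joins both doses with a hyphen, 0 ng first, and was read as 0 ng minus 100 ng. The sign was therefore turned, so that positive values are higher with rhFABP4, and this direction rests on that reading alone. The table held 2820 genes (2751 protein-coding and 69 of other types) with absolute log2 fold changes of at least 0.58, and genes below that threshold are not analysed here.

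Mean expression plus and minus a fraction of the fold change gives the voom value of each dose, which is the log2 of the read count plus 0.5 over the effective library size. A search for the scale at which these values become whole numbers gave whole counts in both libraries for 2820 of 2820 genes, with a largest distance from a whole number of 1.9e-08 and a tolerance of 1e-06. The effective library sizes were 51642797 (untreated) and 56298424 (rhFABP4). These include the authors' scaling factor and are the only measure of depth used here. The listed genes held 15.8% and 16.6% of them. The ratio of raw to adjusted p-values gave about 17064 genes tested, the smallest number at which 92.7% of listed genes had a whole rank, and multiples of that number fit equally.

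The authors' t scores had absolute values from 1.7e+11 to 1.2e+18 and the adjusted p-values in the authors' deposited table were at most 2.3e-48. Such values can arise where the columns entered for a dose are identical. With no replicate library they do not measure variation between cultures and were not used. In place of a test, the fold of each gene was computed from the recovered reads and the effective library sizes, with a 95% exact (Clopper-Pearson) interval conditional on the sum of both counts. These intervals cover counting error only, since reads from PCR are not independent molecules and no replicate was sequenced. They left out a fold of 1 for 2683 of 2820 genes, but every listed gene had been chosen for its fold. A count of 0 was taken to allow up to 3 reads.

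Before the data were examined, 34 gene lists (1400 genes) were written from general knowledge. They cover the study's protein with its receptors, signalling chain and surface markers, 5 parts of the PI3K/AKT pathway, related signalling, metabolism and stress programmes, and markers of other cell types. The PI3K/AKT lists are not the database's own. The rule for named genes was fixed at the same time. It took 13 genes written for the protein, receptors, signalling chain and surface markers of the study, the 10 highest and 10 lowest log2 fold changes among genes in the upper 50% of mean expression, and in each list up to 4 members over 1.5-fold with the largest change in that part of the table, or the 2 members with the highest expression where there were none. Some genes that the rule took are not reported here. Genes named outside it are said to be chosen after their values were seen. The median log2 fold change of each list with at least 5 listed members was placed as a percentile among 10000 random lists of the same size, matched on mean expression in 10 bins (seed 1). It had been planned to draw these from all genes tested. They were drawn from the listed genes, so a percentile compares a list with other listed genes and is no test of enrichment. For the same reason the planned percentile for the share of PI3K/AKT genes over 1.5-fold was not computed. Random lists matched on GC content or length as well used coarser bins of expression. Their percentiles therefore also differ from the main ones in how closely expression was matched.

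Gene positions, transcript length and GC content (longest transcript, protein-coding where there was one) and overlap of exons with another gene on the same strand were taken from GENCODE release 29 (build hg38) by Ensembl identifier, which matched 2796 of 2820 genes (99.1%). Genes with such an overlap are reported as uncertain, since the rule by which shared reads were assigned is not known. Alternatives covered the fold threshold, the pseudocount (0.1, 1 and 5 reads), filters on expression, the matching of random lists, the centre of the fold changes and overlapping genes.

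The procedure was tested on simulated data with 2820 genes, 200 of them changed. All reads were recovered (100.0%), 95.2% of intervals held the true fold, and 4.92% of unchanged genes had an interval beyond 1. Genes changed by 1.5-fold, 2-fold and 4-fold had an interval beyond 1 in the right direction in 86.8%, 95.6% and 98.4% of cases. When 3 differing columns per dose were averaged, 0% of genes gave whole counts. A simulated list of 20 raised genes lay at percentile 100.0 and an unchanged list at 10.2. Most simulated genes were unchanged, whereas all listed genes had passed the fold threshold. The simulation therefore does not show how well the percentile works among listed genes. Nor does it show how often the intervals hold the true fold in genes chosen for a large fold. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.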

Results

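RNA sequencing compared PLC/PRF/5 cells, a human hepatocellular carcinoma (HCC) line, treated with 0 or 100 ng/mL of recombinant human FABP4 (rhFABP4) for 24 hours. FABP4 is a fatty acid carrier secreted by adipocytes. The question was which transcripts and signalling pathways differed in HCC cells exposed to the protein. There was 1 library per dose, referred to as untreated and rhFABP4, so no spread between replicates could be measured and no difference was tested. The authors' deposited table listed 2820 genes, all with an absolute log2 fold change of at least 0.58. Whole read counts could be recovered from it for both libraries, with effective library sizes of 51642797 (untreated) and 56298424 (rhFABP4). The listed genes held 8155538 and 9357419 of these reads, with a median of 502 and 946 reads per gene. The range given after a fold is its 95% exact interval for counting error only, at the authors' library scale, and gene positions are in build hg38.

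Most listed genes were higher with rhFABP4: 2198 were higher and 622 lower, and over 2-fold 710 were higher and 129 lower. These counts take the authors' library scale as given, and the majority over 2-fold holds only at that scale or near it: with all log2 fold changes lowered by 0.2 it was 377 higher and 268 lower, and by 0.4 it was 211 higher and 574 lower. Such a turn follows from any large enough shift, and the error of the scale was not measured. Among listed genes in the more highly expressed part of the table (1410 genes), the 10 largest increases included GMFB, glia maturation factor beta (ENSG00000197045, chromosome 14, 54474484 to 54489196), at 3.81-fold (3.56 to 4.08) with 1042 and 4324 reads in the untreated and rhFABP4 libraries. SRP9, a subunit of the signal recognition particle (ENSG00000143742, chromosome 1, 225777813 to 225790466), was higher by 3.64-fold (3.44 to 3.86). SCOC was higher by 3.53-fold (3.21 to 3.90), NT5C3A, a pyrimidine nucleotidase, by 3.49-fold (3.15 to 3.87), and LYSMD3 by 3.47-fold (3.18 to 3.80). TMEM106B, a lysosomal membrane protein, was higher by 3.45-fold (3.24 to 3.67) and PUS7L by 3.44-fold (3.17 to 3.73). The 3 other genes were HSPE1, the mitochondrial chaperonin cofactor (6.71-fold, 6.12 to 7.37), TMED7 (5.94-fold, 5.50 to 6.43) and FPGT (4.08-fold, 3.68 to 4.53), whose values are uncertain because their exons overlap the read-through genes HSPE1-MOB4, TMED7-TICAM2 and FPGT-TNNI3K on the same strand.

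The 10 genes that were lowest with rhFABP4 relative to untreated cells by the same rule held 5 mitochondrially encoded subunits of respiratory complex I. ND1 (ENSG00000198888, chromosome M, 3307 to 4262) was lower by 3.26-fold (3.21 to 3.30), ND5 by 2.90-fold (2.88 to 2.93), ND3 by 2.27-fold (2.22 to 2.32) and ND2 by 2.22-fold (2.19 to 2.26). ND4 was lower by 2.29-fold (2.27 to 2.30), with exons that overlap MT-ND4L. FKBP2, a prolyl isomerase of the endoplasmic reticulum (ENSG00000173486, chromosome 11, 64241003 to 64244132), was lower by 2.83-fold (2.60 to 3.09) and the ribosomal protein gene RPS27 (ENSG00000177954, chromosome 1, 153990755 to 153992155) by 2.75-fold (2.65 to 2.85). RPL36AL was lower by 2.28-fold (2.14 to 2.43), the histone H4 gene H4C5 by 2.24-fold (2.11 to 2.38) and RAB5IF, which overlaps TGIF2-RAB5IF, by 2.29-fold (2.08 to 2.53).

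**Figure D1:**
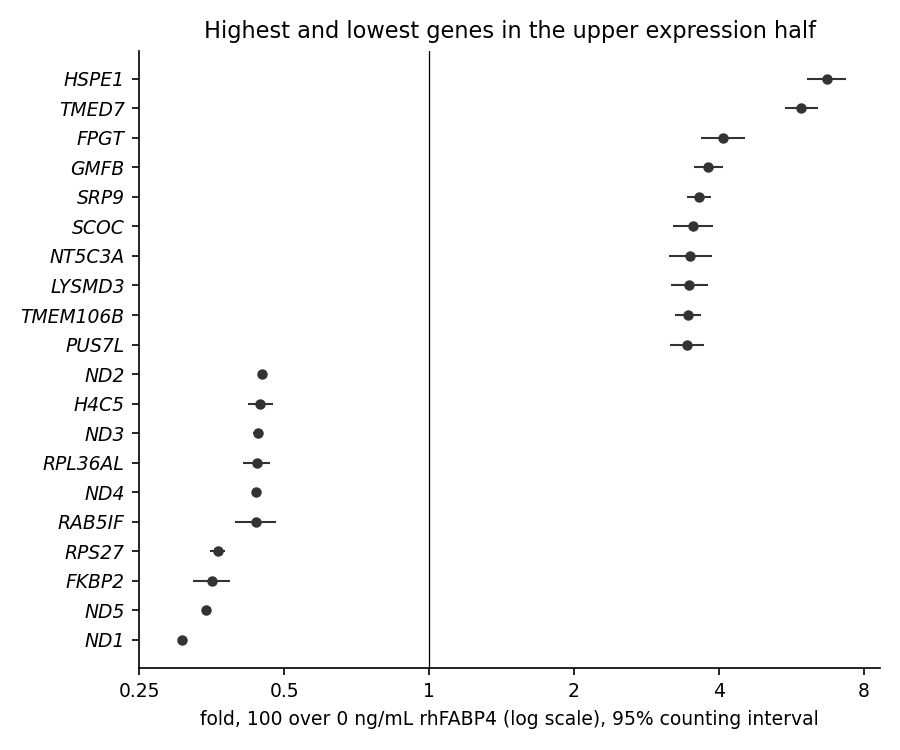
Fold of read counts in the 100 ng/mL library over the 0 ng/mL library (x axis, log scale) for the 10 highest and the 10 lowest of the 1410 more highly expressed listed genes (y axis). Points are folds and bars are 95% exact intervals for counting error in 1 library per dose; HSPE1 lies furthest to the right at 6.71 and ND1 furthest to the left at 0.307, and the genes HSPE1, TMED7, FPGT, RAB5IF and ND4 overlap another gene on the same strand.

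Direction followed the base composition of the transcripts. Genes that were higher with rhFABP4 had a median transcript GC content of 39.0% (quartiles 37.1 and 41.4) and a median transcript length of 4165 bases. Genes that were lower had a median GC content of 55.4% (quartiles 50.1 and 60.1) and a median length of 2039 bases. Of 2200 genes with a GC content of 50% or less, 2049 were higher, against 138 of 596 genes with a GC content over 50%. Groups with at least 5 listed members are given below with the share of higher genes among random listed genes of like expression and GC content. Of 18 lists with at least 5 listed members, the pooled PI3K/AKT genes included, 1 had a median above and 6 had a median below the central 95% of random lists of like expression, and with GC content also matched these were 2 and 2. The number of members higher lay within the 95% range of lists matched on expression and GC content for 14 of the 18, above it for PI3K/AKT growth factors and Wnt components, and below it for histones and the mitochondrial genome, and with length matched in place of GC content it lay outside for histones alone.

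**Figure D2:**
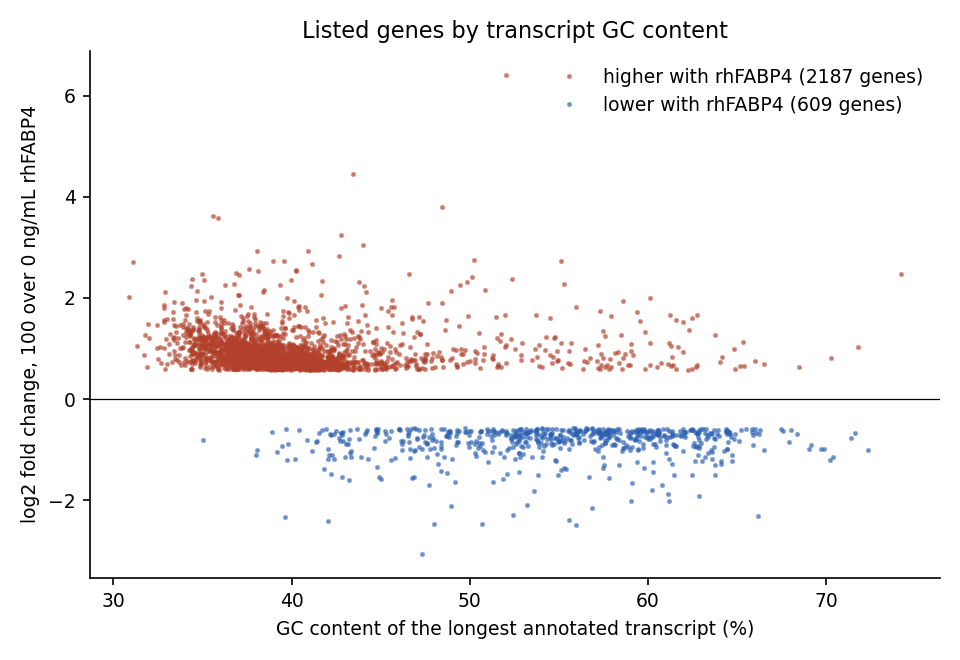
Log2 fold change of 100 over 0 ng/mL rhFABP4 (y axis) against the GC content of the longest annotated transcript in percent (x axis), with 1 point per listed gene found in the annotation. The 2187 genes higher with rhFABP4 (red) had a median GC content of 39.0% and the 609 lower genes (blue) 55.4%; the band around 0 is empty because the table listed no gene with an absolute log2 fold change under 0.58.

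In a list fixed for the protein, its receptors, the signalling chain and the surface markers of the study, CD36, CD47 and THY1 were listed and higher with rhFABP4. CD36, a fatty acid translocase (ENSG00000135218, chromosome 7, 80369575 to 80679277), was higher by 3.67-fold (2.20 to 6.43), from 19 and 76 reads in untreated and treated cells. CD47, an antiphagocytic surface protein used as a liver cancer stem cell marker (ENSG00000196776, chromosome 3, 108043094 to 108091862), was higher by 2.47-fold (2.22 to 2.75), with 471 and 1268 reads. THY1, the surface marker CD90 (ENSG00000154096, chromosome 11, 119417378 to 119424985), was higher by 1.86-fold (1.27 to 2.74), with 43 and 87 reads. Transcript GC content was 40.4% for CD36 and 37.1% for CD47, and 2049 of 2200 listed genes at 50% or less were higher. For THY1 it was 57.4%, and 138 of 596 listed genes over 50% were higher. Another 9 genes of the list (FABP4, ITGB1, AKT1, AKT2, GSK3B, CTNNB1, PROM1, CD44 and AFP) were not listed in the authors' deposited table, which gives no value for genes under its threshold.

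The PI3K/AKT pathway was examined because the study reported its enrichment. Of 144 intracellular members (kinases, phosphatases, adaptors and downstream effectors), 31 were listed, 30 of them higher and 1 lower, with a median log2 fold change of 0.73 (percentile 23.2, 4.12 with GC content also matched, and 68.0 without overlapping genes). PIK3CA, the catalytic subunit p110 alpha, was higher by 2.09-fold (1.94 to 2.26), and PRKAA2, a catalytic subunit of AMP-activated kinase, by 2.01-fold (1.87 to 2.16). All 10 listed growth factor and cytokine genes (of 66 written) were higher, among them the KIT ligand KITLG (2.09-fold, 1.90 to 2.31) and the EGF family member EREG (1.62-fold, 1.55 to 1.70), against 73.5% of random genes of like expression and GC content, with a median of 0.74 (percentile 67.1, and 27.1 with GC content also matched). Of 50 receptors 5 were listed, 4 higher and 1 lower, with a median of 0.78 (percentile 55.4) and 70.7% of such random genes higher, PRLR, the prolactin receptor, being at 1.79-fold (1.61 to 1.98) and IFNAR1 at 1.71-fold (1.64 to 1.78). Of 43 matrix ligands 5 were listed, 2 higher (THBS4, 1.97-fold, 1.30 to 3.03) and 3 lower (COL4A3, 1.66-fold, 1.13 to 2.46), with a median of -0.58 (percentile 39.2) and 47.8% of such random genes higher. Of 20 integrin subunits 2 were listed, ITGB8, higher by 2.26-fold (1.68 to 3.06), and ITGA10, lower by 1.60-fold (1.24 to 2.08).

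Pooled, the 5 PI3K/AKT lists held 323 genes, of which 53 were listed, 47 higher and 6 lower, with a median log2 fold change of 0.73. That median lay at percentile 37.0 of 10000 random sets of listed genes of like expression. It lay at 9.58 with GC content and at 8.73 with length also matched, and at 71.8 without genes that overlap another. Random listed genes of like expression were higher in 77.3% of draws and those of like expression and GC content in 83.6%. The intracellular members had a median GC content of 39.0%, and random genes matched to them on expression and GC content were higher in 96.2% of draws. At 1.5-fold, 51 of the 323 genes (15.8%, exact interval 12 to 20.2) were listed, and the share was 3.72% at 2-fold and 8.98% in the more highly expressed part of the table. Over 1.5-fold there were 2783 of about 17064 genes tested by the authors (16.3%). A multiple of 17064, which fits equally, would make that share smaller. The shares of 15.8% and 16.3% also have different denominators, since the 323 genes were not filtered by expression. An enrichment over all tested genes was not computed here.

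Among 84 components of Wnt signalling 12 were listed, 11 higher and 1 lower, with a median log2 fold change of 0.99 (percentile 93.7 of random lists of like expression, 98.4 with GC content also matched). FZD3, a Wnt receptor, was higher by 1.61-fold (1.5 to 1.74), the formin DAAM1 by 1.53-fold (1.38 to 1.70), and LGR4, an R-spondin receptor, by 1.51-fold (1.46 to 1.56). These were the only 3 listed members in the more highly expressed part of the table, and all lay below the median of the list. That median and its percentile therefore rest mostly on members with lower expression. Random listed genes of like expression and GC content were higher in 61.1% of draws. Of 50 transcriptional targets of Wnt signalling 3 were listed, 2 higher and 1 lower, with MMP7 at 1.67-fold (1.14 to 2.47) and SLC1A2 at 2.35-fold (1.54 to 3.66), both on few reads (44 and 80 reads, and 32 and 82 reads). Of 36 liver cancer stem cell markers 3 were listed and were higher, namely CD47 and THY1 above and CD24 (1.54-fold, 1.51 to 1.57). The transcript GC content of CD24 was 45.8%. None of 11 drug efflux transporters was listed.

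Genes of the S, G2 and M phases were higher with rhFABP4 in all 14 listed cases (of 66 written), with a median log2 fold change of 1.04 (percentile 99.7, and 99.3 with GC content also matched). CENPE, a kinetochore motor, was higher by 2.86-fold (2.67 to 3.07), the spindle checkpoint kinase TTK by 2.68-fold (2.5 to 2.87), ASPM by 2.56-fold (2.47 to 2.65) and HMMR by 2.27-fold (2.14 to 2.41). Their median GC content was 38.4%, and 97.9% of random genes matched on expression and GC content were higher as well. All 7 listed p53 targets (of 30) were higher, with a median log2 fold change of 0.77 (percentile 51.2, and 99 without genes that overlap another), among them the cyclin G gene CCNG1 (2.65-fold, 2.54 to 2.75), the ribonucleotide reductase subunit RRM2B (2.26-fold, 2.08 to 2.45), TP53INP1 (1.71-fold, 1.63 to 1.79) and ZMAT3 (1.67-fold, 1.57 to 1.77). All 5 listed FOXO targets (of 31) were higher, with a median of 0.89 (percentile 74.2), including RICTOR (2.08-fold, 1.97 to 2.19), SELENOP (1.85-fold, 1.67 to 2.06) and CCNG2 (1.65-fold, 1.54 to 1.77). Random genes of like expression and GC content were higher in 94.5% of draws for the p53 targets and in 99.5% for the FOXO targets.

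In lipid metabolism, all 6 listed cholesterol synthesis genes (of 28) were higher, with a median log2 fold change of 0.92 (percentile 90.2). STARD4, a sterol carrier, was higher by 2.82-fold (2.65 to 2.99), SC5D by 2.62-fold (2.52 to 2.72) and MSMO1 by 2.04-fold (1.97 to 2.10), while GGPS1 (1.76-fold, 1.66 to 1.87) overlaps TBCE. Random genes of like expression and GC content were higher in 99.1% of draws. Of 52 genes of fatty acid oxidation and PPAR response 7 were listed, 5 higher and 2 lower, with a median of 0.71 (percentile 37.4), where random genes of like expression and GC content were higher in 68.3% of draws. Of the listed members in the more highly expressed part of the table, 33.3% were higher. ACSL4, an acyl-CoA ligase that overlaps KCNE5, was higher by 1.64-fold (1.61 to 1.67), whereas the fatty acid binding protein FABP5 was lower by 1.81-fold (1.67 to 1.95) and SLC27A5 by 1.60-fold (1.45 to 1.78). None of 29 lipogenesis genes was listed. Of 85 hepatocyte products 10 were listed, 3 higher and 7 lower, with a median of -0.69 (percentile 1.3, 20.8 with GC content also matched, and 5.43 without overlapping genes). Random genes of like expression and GC content were higher in 38.0% of draws. The apolipoprotein genes APOA2 and APOC1 were lower by 1.64-fold (1.58 to 1.70) and 1.70-fold (1.61 to 1.78), the second overlapping AC011481.3.

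Among genes of ribosomal proteins, the mitochondrial genome, replication histones and small structured RNAs, most of the listed members were lower with rhFABP4. Of 82 ribosomal protein genes 18 were listed, 14 lower and 4 higher, with a median log2 fold change of -0.78, below all but 0.05% of random lists matched on expression and GC content, in which 41.3% of genes were higher. The number higher (4 of 18) lay within the 95% range of those lists and of lists matched on expression and length (4 to 10 genes in both). RPL11 was lower by 2.14-fold (2.09 to 2.18) and RPL27 by 2.06-fold (2.0 to 2.12), while RPL39, which overlaps SNORA69, was higher by 2.54-fold (2.43 to 2.67). Of 13 mitochondrially encoded genes 12 were listed, 10 lower and 2 higher, with a median of -0.93, below all random lists of like expression, with and without matched GC content (percentile 0.0), where 73.1% of genes matched on GC content were higher. Together they held 2.71% of the untreated and 1.35% of the rhFABP4 library. Of 75 nuclear genes of the respiratory chain 10 were listed, 5 higher and 5 lower, with NDUFS6 lower by 1.94-fold (1.80 to 2.09), NDUFB9 by 1.78-fold (1.70 to 1.86) and NDUFA3 by 1.76-fold (1.64 to 1.90), and NDUFB3 higher by 1.62-fold (1.5 to 1.75). Their median of 0.01 lay at percentile 0.05, and at 19.0 with GC content also matched, where 61.2% of genes were higher.

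Of 69 replication histone genes 19 were listed, 16 lower and 3 higher, with a median log2 fold change of -0.64. That median lay below all random lists of like expression and at percentile 20.2 of lists also matched on GC content. The number of histone genes higher (3 of 19) lay below the 95% range of those lists (5 to 10 genes, 38.0% higher). H4C5 was lower as above and H2BC7 by 1.79-fold (1.69 to 1.88), while H2BC15 was lower by 1.90-fold (1.81 to 1.99) and H2AC17 by 1.66-fold (1.58 to 1.74), both with exons that overlap a neighbouring histone gene. Of 30 structured RNAs 7 were listed, 6 lower and 1 higher, with a median of -0.67 (percentile 0.155, and 14.6 with GC content also matched), where 27.7% of random genes of like expression and GC content were higher. RN7SL2, an RNA of the signal recognition particle, was lower by 1.94-fold (1.94 to 1.95), and RN7SL1, which overlaps AL139099.4, by 1.96-fold (1.96 to 1.97). Both together held 4.08% of the untreated and 2.09% of the rhFABP4 library. The nuclear RNA MALAT1 was higher by 1.81-fold (1.80 to 1.82), with small RNA models annotated inside it.

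**Figure D3:**
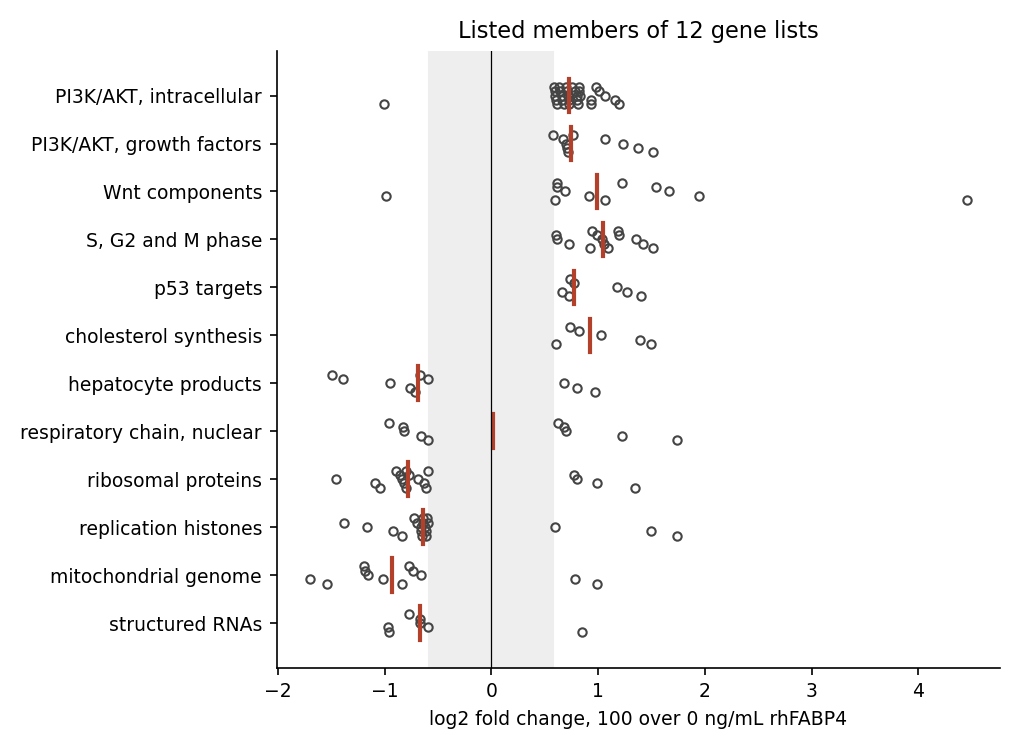
Log2 fold change of 100 over 0 ng/mL rhFABP4 (x axis) for the listed members of 12 gene lists (y axis), with 1 circle per gene and a red bar at the median of each list. The medians lie between -0.93 for the mitochondrial genome and 1.04 for S, G2 and M phase genes; the grey band marks log2 fold changes that the authors' table does not list.

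Stress and signalling lists had few listed members. Of 36 unfolded protein response genes 3 were listed and higher, with the chaperone DNAJB9 at 2.71-fold (2.51 to 2.93), the cystine transporter SLC7A11 at 1.71-fold (1.66 to 1.76) and HSP90B1, which overlaps MIR3652, at 1.5-fold (1.48 to 1.53). Of 47 glycolysis and hypoxia genes 5 were listed and higher, with a median log2 fold change of 0.79 (percentile 66.8), including INSIG2 (1.84-fold, 1.72 to 1.96) and ERO1A (1.73-fold, 1.69 to 1.77), and random genes of like expression and GC content were higher in 85.2% of draws. All 4 listed interferon response genes (of 52) were higher, with SAMD9 at 2.64-fold (2.30 to 3.04) and the RNA sensor gene RIGI at 1.56-fold (1.39 to 1.75). Of 42 NF-kB and inflammatory genes 4 were listed, with BIRC3 higher by 1.85-fold (1.77 to 1.94) and PTGS2 by 1.52-fold (1.37 to 1.68), and 2 lower. Of 40 immediate early genes 4 were listed, 1 higher (SPRED1, 1.68-fold, 1.57 to 1.79) and 3 lower, among them ZFP36, lower by 1.61-fold (1.55 to 1.67). Of 33 oxidative stress and metal response genes 2 were listed, 1 higher (SLC7A11) and 1 lower. Of 35 YAP and TGF-beta targets 3 were listed, 2 higher (SKIL, 1.94-fold, 1.87 to 2.01) and 1 lower. Of 37 genes of epithelial-mesenchymal transition 3 were listed, with LUM higher by 2.02-fold (1.48 to 2.79), COL5A1 lower by 2.75-fold (1.63 to 4.80) and 1 more higher. Both listed epithelial genes (of 32) were lower, with the keratin gene KRT18 lower by 1.55-fold (1.52 to 1.58).

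Few markers of other cell types were listed, mostly with few reads, and their share was not compared with that of other genes. Of 20 adipocyte markers 3 were listed, with CD36 higher as above, 1 more higher and LIPE, hormone-sensitive lipase, lower by 1.64-fold (1.41 to 1.89). All 4 listed stellate cell and fibroblast markers (of 20) were higher, among them THY1 and LUM above and PDGFRB, higher by 1.55-fold (1.2 to 2.02) with 98 and 166 reads. Of 27 immune and endothelial markers 4 were listed, 1 higher and 3 lower, STAB2 being lower by 1.84-fold (1.31 to 2.59). A list with fewer than 5 listed genes was given no percentile. All directions rest on reading the name of the authors' sheet as 0 minus 100 ng/mL, and they would all turn if it were written the other way round.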

Values the study reported

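The study profiled PLC/PRF/5 cells by bulk RNA-seq after 24 hours with rhFABP4 at 0 ng/mL or 100 ng/mL, and reported PI3K/AKT signalling among the pathways enriched by treatment.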

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

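Alternatives chosen after the data were seen were the counting intervals, the shifts of the centre, matching on GC content or length, and leaving out overlapping genes. Of 285 alternative values for counts and lists, 249 kept their verdict. That means counts within 1.5-fold of the main value, shares inside its exact interval, or percentiles on the same side of the limits used. Of the other 36, 23 counts or shares lay outside those ranges, 10 percentiles were weaker, 2 were stronger and 1 share was reversed. Some alternatives could change little. The filter of at least 10 reads left the counts at 1.5-fold (2171 higher and 612 lower) and the lists as they were. With pseudocounts of 0.1 and 1 read those counts were 2178 and 616, and 2168 and 609. The number of kept verdicts therefore overstates how far the results were put to a test. All 294 alternative values for 98 named genes (pseudocounts of 0.1, 1 and 5 reads) stayed inside the counting interval. At 2-fold, 710 genes were higher and 129 lower, and 3.72% of the PI3K/AKT genes were listed. With a counting interval beyond 1.5-fold, 1388 genes were higher and 143 lower. With all log2 fold changes lowered by 0.2, 377 genes over 2-fold were higher and 268 lower, and with 0.4 these were 211 and 574, which follows from the shift itself and says nothing of the true scale. Among the 1410 more highly expressed genes, 1270 were higher and 122 lower at 1.5-fold, and 8.98% of the PI3K/AKT genes were listed. There the share of members higher was 33.3% for fatty acid oxidation, which reversed its majority, 0.0% for hepatocyte products and histones, and 100.0% for the pooled PI3K/AKT genes, their intracellular members and receptors, and Wnt components. Without overlapping genes the share was 0.0% for the mitochondrial genome, ribosomal proteins and structured RNAs, and 100.0% for the intracellular PI3K/AKT genes and Wnt components, and percentiles were 5.43 for hepatocyte products and 99 for p53 targets. In the groups at 0.0% or 100.0% without overlapping genes, every member of the other direction was one that overlaps another gene, so its reads are uncertain. Left in were 7 mitochondrial, 11 ribosomal and 2 structured RNA genes. The percentiles for hepatocyte products and p53 targets rest on 8 and 5 genes. Matched on GC content, percentiles were 20.8 for hepatocyte products, 20.2 for histones, 19.0 for the nuclear respiratory chain, 14.6 for structured RNAs and 98.4 for Wnt components. Matched on length, the first 4 were 14.6, 21, 29.8 and 28.5. Unmatched on expression, the nuclear respiratory chain lay at 3.10. The cause of these shifts was not tested beyond the matching itself, which was coarser on expression where GC content or length was matched. Another scaling of all tested genes, recentring on their median, a lower fold threshold and a weaker expression filter were not run, since they need genes that are not analysed here. No paired analysis was possible because there was 1 library per dose and nothing in the labels links cultures. Depth limited genes with few reads: 137 of 2820 intervals held a fold of 1.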

Other observations

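Tests chosen only after the result was seen were those on abundant RNAs, on length within levels of GC content, on identical columns, on the mitochondrial genes and on the 10 highest genes. The genes and groups in the next 2 paragraphs were also picked after their values were seen.

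Some secreted factors had large folds on few reads. RSPO3, an R-spondin that amplifies Wnt signalling, was higher with rhFABP4 by 24.5-fold (9.31 to 91.7), from 4 and 107 reads. ADIPOQ, the adipocyte hormone adiponectin, was higher by 8.71-fold (4.21 to 20.9), from 8 and 76 reads. In the Wnt list WNT5B was higher by 3.95-fold (2.13 to 7.88) and PRICKLE1 by 3.21-fold (2.15 to 4.92), and in the growth factor list NRG2 by 2.86-fold (2.36 to 3.49) and ANGPT2 by 2.36-fold (1.82 to 3.08). CAPN13, a calpain protease, had 0 reads in the untreated library, where a count of 0 allows up to 3 reads, and 46 in the rhFABP4 library. SAMD9L, an interferon-induced gene, was higher by 4.47-fold (3.49 to 5.78).

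Zinc finger genes with ZNF symbols were higher in 104 of 115 listed cases, and random listed genes of like expression and GC content were higher in 92.8% of draws, which puts that number at percentile 12.2 of such draws. The histone genes were mostly lower (16 of 19 listed) while genes of the S, G2 and M phases were higher (14 of 14). Within the mitochondrial genome, ND4L was higher by 1.98-fold (1.93 to 2.03) and ATP8 by 1.72-fold (1.57 to 1.89), both overlapping a neighbouring gene (MT-ND4 and MT-ATP6), while COX2, which overlaps none, was lower by 2.02-fold (2.01 to 2.03) and CYTB by 1.79-fold (1.77 to 1.80).

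The first pattern was the excess of higher genes (2198 of 2820). Abundant listed RNAs taking reads from others are argued against, as the 11 listed RNAs over 0.1% of a library would move other genes by 0.0505 on the log2 scale. That value was computed at effective library sizes that include the authors' scaling. Abundant RNAs that are not listed could not show in it, so their effect is not decided. A difference in GC content bias between the libraries could account for it, since the chance that a higher gene had a higher GC content than a lower gene was 0.0571 (0.0481 to 0.0665, bootstrap over genes), while for length that chance was 0.760 (0.737 to 0.784) and came to 0.641 (0.525 to 0.751) and 0.630 (0.594 to 0.667) among genes of middle and high GC content, those of low GC content holding 3 lower genes and deciding nothing. In the mitochondrial part (10 of 12 lower), matching on GC content alone or on length alone did not account for the whole. The median log2 fold change of -0.93 lay at percentile 0.0 of other listed genes matched on expression with GC content (random median 0.64). It lay at the same percentile with length matched instead (random median -0.64), although 2 higher genes lay within the range of 1 to 7 for length. GC content and length were not matched together and expression was matched in coarse bins, so both biases acting together are not excluded. One wrong scale is not decided by a shift of 0.26, which evens the genes over 2-fold by construction. At that shift the chance that a higher gene over 2-fold had a higher GC content than a lower one was 0.0919. The split by GC content therefore remained after the shift. A response to rhFABP4 remains untested, since dose and library are the same split.

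The second pattern was adjusted p-values near 0 without replicate libraries. Identical columns entered for each dose could produce them, and 100.0% of listed genes gave whole counts in both doses, against 0% in simulated data with 3 differing columns. A single column per dose would give whole counts too, but would leave no residual variation from which to compute a t score. The whole counts alone show only that no differing columns were averaged. The authors' t scores, with absolute values from 1.7e+11 to 1.2e+18, argue against a single column per dose for the listed genes. No biological explanation was tested.

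The third pattern was the set of the 10 highest genes. Overlap with a gene on the same strand could account for part of it and cannot be told apart from a true difference for the 3 genes it covers, since 12.5% of random draws of 10 genes held at least 3 and the reads assigned to each overlapping pair are not analysed here. A response to rhFABP4 was not tested.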
